A study of Homo sapiens with 22 samples. Its data were reported in "Evaluation and validation of a robust single cell RNA-amplification protocol through transcriptional profiling of enriched lung cancer initiating cells" (2014).

How the data were processed

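Expression of 173 amplicons was measured by high density quantitative PCR on the WaferGen SmartChip system in 22 samples of the human breast epithelial cell lines MCF7 and MCF10A. Per the labels, unamplified cDNA was made from 1 ug of RNA (n = 3 per line), RNA-Amp cDNA was made from 1 ng of purified RNA (n = 3 per line), and RNA-Amp cDNA was made from single sorted cells (n = 5 per line). RNA-Amp is a commercial whole transcriptome amplification kit. Reactions of 100 nl were run for 40 cycles. The series lists 8 chips of 12 samples each, and a chip effect was not analysed here.

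The authors deposited one table of Cq values, the cycle at which a reaction crosses the detection threshold, with 1 value per amplicon and sample. These deposited Cq values carried no normalization, and a blank marked a reaction with no amplification. The authors also deposited a table of log2 fold changes, and the same changes as a linear fold, of each amplified input against unamplified RNA within a line. The deposited log2 values matched the difference of mean Cq between the inputs, with blanks at 35 cycles and no normalization, within 0.00604 for all 173 amplicons, so these ratios hold no further measurement. They were used only to learn the authors' processing and for the medians credited to them in the report.

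A lower Cq means more template, and values were therefore expressed as minus delta Cq, the mean Cq of the normalizing amplicons minus the Cq of the amplicon. A difference of 1 unit is a 2-fold difference if every cycle doubles the product. The planned normalizers were named reference genes. The amplicons were analysed by identifier and not by gene, so the fallback fixed beforehand was applied, and the normalizer was the mean Cq of the 34 amplicons detected in all 22 samples. These amplicons are not a set of stable references. Of the 34, 15 met the threshold given below for a line difference in unamplified RNA, 15 in 1 ng RNA and 8 in single cells. The gene lists and the named genes that had been fixed were not analysed here for the same reason. Reactions without a Cq were set to 40 cycles, as fixed before the data were examined. The highest Cq deposited was 34.75, so the size of a difference depends on the value chosen wherever reactions were not detected, and differences with these reactions at 35 cycles were computed too. Neither value is a measured level.

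Differences were tested with limma version 3.58.1 (lmFit and eBayes, two-sided) in R version 4.3.3, with Benjamini-Hochberg adjustment over the amplicons tested. An amplicon was tested if detected in at least 2 samples of at least 1 of the groups, and was called at an adjusted p under 0.01 and a difference over 2-fold, the thresholds of the study. Each comparison was fitted on its own groups, and only the dependence of the line difference on the input was fitted on all 22 samples. Detected amplicons per sample were compared by exact two-sided permutation tests of the mean with Benjamini-Hochberg adjustment over 9 comparisons. Pearson and Spearman correlations of log2 differences are across amplicons, which are not independent replicates, and were given no p-value.

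The rule for named amplicons was, among called amplicons whose groups did not overlap, those with the largest log2 difference in each direction. Because the amplicons were analysed by identifier, it was narrowed, after the data had been seen, to the 2 largest in each direction in unamplified RNA, and the other parts of the rule were not used.

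The scripts were tested on simulated data. Cq values were drawn for the 173 amplicons from the real means and spreads in 20 simulations, with folds of 4, 16 and 64 set in known amplicons. With each amplicon given the pooled detection rate of the lines, 87.8% of the 4-fold, 94.2% of the 16-fold and 95.0% of the 64-fold changes were recovered in unamplified RNA. In amplified 1 ng RNA these shares were 37.7%, 55.5% and 69.1%, and in single cells 0%, 1.35% and 15.6%. A simulation with the higher detection rate of the 2 lines was added after this recovery had been seen. It gave 92.2%, 99.2% and 99.8% in unamplified RNA, 59.5%, 87.2% and 95.0% in 1 ng RNA, and 18.1%, 53.2% and 71.0% in single cells. Both simulations gave the lines the same detection rate and changed only Cq. Their shares therefore do not describe the recovery of differences in detection, which 81 of the 90 single cell calls involved. For amplicons detected in every real cell, the pooled rate gave 0%, 4.05% and 65.9% in single cells.

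The alternatives tried were another set of normalizing amplicons, no normalization, reactions not detected treated as missing or set to 35 cycles, no filter, only amplicons detected in every sample, eBayes with trend and robust settings, an adjusted p under 0.05 with no fold minimum, all groups in 1 fit, sample weights per input, a block for the replicate number and the removal of each sample in turn. The authors' processing (raw Cq with a ceiling of 35 cycles) was added after seeing the data, as was a fit of the dependence on input with only the samples of the inputs compared, with all amplicons or only those detected in all of these samples. Counts of calls under several combinations of normalization and treatment of reactions not detected had been seen before the tests of the closing section were written down, and the settings fixed beforehand were kept. Normalization to ribosomal protein amplicons and per-sample values of the fold change table were planned and not run, since the first needs gene names and the second table holds no samples.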

Results

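High density quantitative PCR was carried out on 22 samples of MCF7, a luminal breast cancer cell line, and MCF10A, a non-tumorigenic mammary epithelial cell line. Each line was measured as unamplified cDNA from 1 ug of RNA (n = 3), as RNA-Amp cDNA from 1 ng of purified RNA (n = 3) and as RNA-Amp cDNA from single cells (n = 5). The panel held 173 amplicons, which gave 3806 reactions, of which 694 (18.2%) had no Cq. The amplicons are named here by identifier only. The study chose the panel from arrays of single cells of these lines, so neither the number nor the direction of the line differences is independent evidence. The labels name no culture for the samples, and the p-values are set against the spread between these samples or cells only. Where no sample of a group was detected, the value set for it carries only the spread of the normalizer. Raw Cq would shift every log2 line difference by -0.13 in unamplified RNA, 0.32 in 1 ng RNA and 0.13 in single cells relative to the normalized values, and the mean of the amplicons detected in every sample of the fit would shift it by 0.57, 0.25 and -0.11.

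The first question was how much of the panel was detected from each input. Unamplified RNA gave 171 ± 1.73 amplicons (SD, n = 3) in MCF7 and 171 ± 1.15 (SD, n = 3) in MCF10A. Amplified 1 ng RNA gave 153 ± 9.64 (SD, n = 3) in MCF7 and 160 ± 0.577 (SD, n = 3) in MCF10A. Single cells gave 108 ± 8.70 amplicons (SD, n = 5) in MCF7 and 121 ± 2.59 (SD, n = 5) in MCF10A. All 5 MCF7 cells, at 97 to 117 amplicons, lay below all 5 MCF10A cells, at 118 to 125. This difference of 13 amplicons had an exact two-sided permutation p of 0.00794, the smallest that 5 against 5 samples allow, and an adjusted p of 0.0321 over 9 comparisons. From 1 ng RNA to single cells the mean number fell by 44.8 in MCF7 and fell by 38.5 in MCF10A (exact permutation p = 0.0179 for each, the smallest possible, adjusted p = 0.0321). From unamplified to amplified 1 ng RNA the mean number fell by 18 in MCF7 and fell by 11.7 in MCF10A, more than the SD of either group in each line. The exact permutation p was 0.1 for each, the smallest that 3 against 3 samples allow. Leaving out any 1 of the samples compared raised the adjusted p of the single cell differences to between 0.0514 and 0.0857. With fewer samples the smallest possible p is larger, so this rise does not show weaker differences. The difference between lines (MCF7 minus MCF10A) then ranged from -15.2 to -10.2. That of single cells minus 1 ng RNA ranged from -48.3 to -39.3 in MCF7 and -39.4 to -37.7 in MCF10A.

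**Figure D1:**
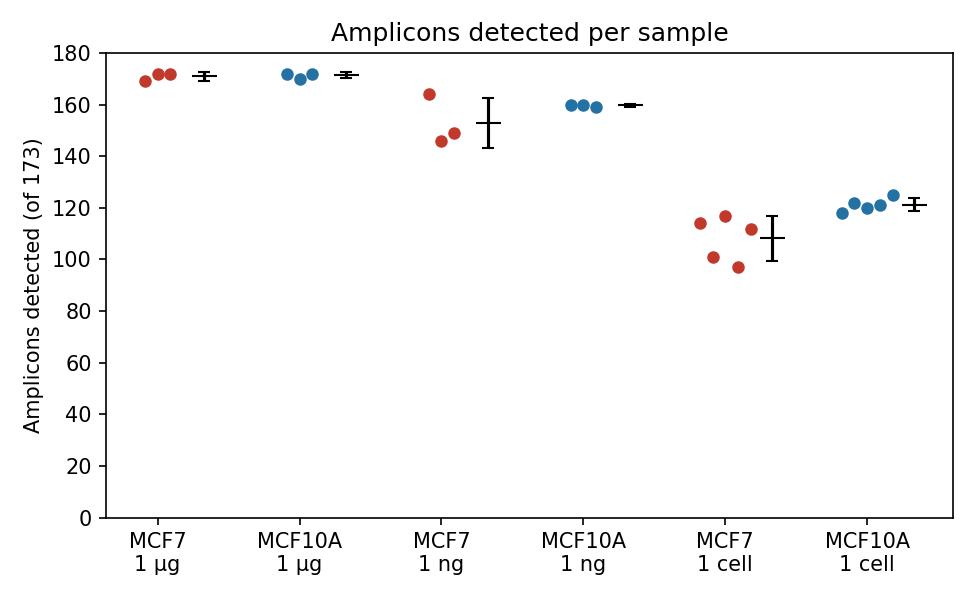
Number of the 173 amplicons detected (y axis) in each of the 22 samples (points), by cell line and input (x axis), with the mean and SD of each group beside them. MCF7 single cells lay between 97 and 117 amplicons, all below the MCF10A cells at 118 to 125.

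Detection in single cells followed the level of the amplicon in unamplified RNA. Among the 44 MCF7 amplicons with the lowest Cq in unamplified RNA (12.8 to 17.8 cycles), 97.7% of the single cell reactions were detected, against 7.91% among the 43 with the highest Cq (23.7 to 33.6 cycles). In MCF10A these shares were 93.6% for amplicons at 12.6 to 17.6 cycles and 26.0% for amplicons at 21.1 to 34.4 cycles. From 1 ng RNA the amplicons of highest Cq were detected in 54.3% of the MCF7 reactions and 70.5% of the MCF10A reactions. In MCF7, 81 amplicons were detected in all 5 cells, 49 in some and 43 in none. In MCF10A the numbers were 90, 55 and 28.

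**Figure D2:**
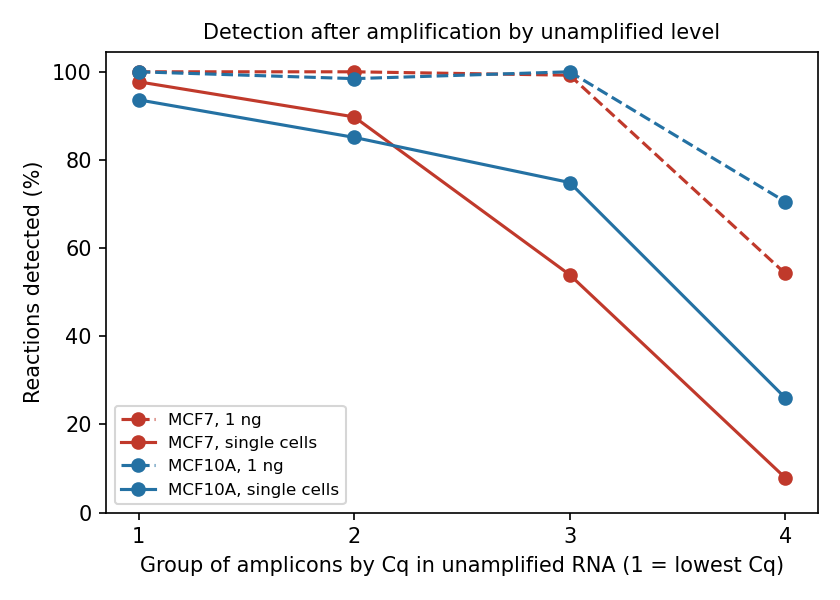
Percentage of reactions detected (y axis) in amplified 1 ng RNA (dashed lines) and single cells (solid lines), for 4 groups of amplicons ordered by mean Cq in unamplified RNA of the same line (x axis, group 1 has the lowest Cq). In group 4 single cells detected 7.91% of the reactions in MCF7 and 26.0% in MCF10A.

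The lines were next compared in unamplified RNA, the reference input. The limma fit called 124 of the 173 amplicons, 56 higher in MCF7 and 68 higher in MCF10A (adjusted p under 0.01, over 2-fold). With the mean of the amplicons detected in all 6 samples as normalizer, 65 were higher in MCF7 and 64 higher in MCF10A. The median called difference was 19.1-fold for amplicons higher in MCF7 and 33.2-fold for amplicons higher in MCF10A. Only 3 of the called amplicons had any reaction not detected, and 121 of the 165 amplicons detected in all 6 samples were called. The groups did not overlap for 158 of the 173 amplicons, against 10% by chance. With reactions not detected at 40 cycles, the difference furthest towards MCF7 was that of NAB35.244S, which was detected in all MCF7 samples at a Cq of 17.2 ± 0.265 (SD, n = 3) and in 1 of 3 MCF10A samples, at a Cq of 26.0. Its log2 difference was 18.26 ± 4.06 (SE, adjusted p = 0.00736), or 14.93 with the reactions not detected at 35 cycles and 9.03 with them treated as missing. The call was lost when any MCF7 replicate or MCF10A replicate 2 or 3 was left out (adjusted p = 0.0229 to 0.0263), and with a replicate block (adjusted p = 0.0203). NAB35.406S followed, with a Cq of 20.8 ± 0.433 (SD, n = 3) in MCF7 and 1 detected MCF10A sample at 34.4 (log2 difference 17.48 ± 1.67, SE, adjusted p = 1.61e-04), or 13.70 with the reactions not detected treated as missing, above NAB35.244S. Towards MCF10A, NAB35.13I had a Cq of 16.8 ± 0.205 (SD, n = 3) in MCF10A and 1 detected MCF7 sample at 33.6 (log2 difference -20.93 ± 1.83, SE, adjusted p = 1.12e-04). NAB35.349S was detected in all 6 samples, at 15.7 ± 0.135 in MCF10A and 28.7 ± 2.92 in MCF7 (SD, n = 3), a log2 difference of -12.83 ± 1.52 (SE, adjusted p = 4.45e-04).

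The same comparison was made in RNA-Amp cDNA from 1 ng of RNA. The limma fit called 107 of the 173 amplicons, 53 higher in MCF7 and 54 higher in MCF10A, with median log2 differences of 5.13 and -6.53. A replicate block gave 29 higher in MCF7 and 29 higher in MCF10A, and 1 fit of all 6 groups gave 30 and 39. The groups did not overlap for 150 amplicons, against 10% by chance. Of the 107 calls, 33 had at least 1 reaction not detected. In 7 of the calls towards MCF7 no MCF10A sample was detected, and in 5 of those towards MCF10A no MCF7 sample was. NAB35.406S, NAB35.13I and NAB35.349S were called again (adjusted p = 9.48e-04, 0.00657 and 0.00699 respectively). With a block for the replicate number these calls were lost (adjusted p = 0.0113, 0.0261 and 0.0272). NAB35.244S had a log2 difference of 18.02 ± 4.44 (SE) and missed the threshold at an adjusted p of 0.0149, with 2 of 3 MCF10A samples detected. It was called without MCF10A replicate 3 (adjusted p = 0.00257), with reactions not detected at 35 cycles (adjusted p = 0.00442) or as missing (adjusted p = 0.000206), with raw Cq at 35 cycles (adjusted p = 0.00412), and with trend and robust settings (adjusted p = 0.00883). The calls of NAB35.13I and NAB35.349S were lost without MCF7 replicate 2 or 3 or any MCF10A replicate (adjusted p = 0.0213 to 0.0276). Calls towards MCF10A fell to 33 without MCF10A replicate 2 and to 32 without MCF10A replicate 3.

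Single cells were then compared, a test of the spread between cells and not between cultures. The limma fit called 90 of 169 amplicons, 42 higher in MCF7 and 48 higher in MCF10A. The groups did not overlap for 96 amplicons, against 0.794% by chance. Most of the calls were differences in detection, since 81 of the 90 had reactions not detected and 9 did not. Of the calls, 19 amplicons were detected in all 5 MCF7 cells and in no MCF10A cell, and 30 in all 5 MCF10A cells and in no MCF7 cell. With reactions not detected at 35 cycles the median log2 difference of the calls was 17.12 towards MCF7 and -17.45 towards MCF10A. NAB35.244S was detected in all MCF7 cells at a Cq of 13.1 ± 0.950 (SD, n = 5) and in none of the MCF10A cells. Its log2 difference was 21.82 with the reactions not detected at 35 cycles (adjusted p = 2.01e-10 in that limma fit). NAB35.406S showed the same pattern, at 17.9 ± 0.823 cycles (SD, n = 5) and a log2 difference of 16.97 at 35 cycles (adjusted p = 1.44e-09). NAB35.13I was detected in all MCF10A cells at 14.1 ± 0.772 cycles (SD, n = 5) and in no MCF7 cell, a log2 difference of -21.02 at 35 cycles (adjusted p = 2.21e-10). NAB35.349S was detected likewise, at 15.4 ± 1.34 cycles (SD, n = 5) in MCF10A, a log2 difference of -19.72 at 35 cycles (adjusted p = 1.07e-09). For each of these named amplicons all 5 cells of 1 line were set to the same Cq. The spread of that line then comes from the normalizer alone, so these p-values do not measure the spread between its cells. Among the 90 calls, 22 towards MCF7 had no MCF10A cell detected and 34 towards MCF10A had no MCF7 cell detected. When reactions not detected were treated as missing, 104 amplicons could be tested and 39 were called, 23 higher in MCF7 and 16 higher in MCF10A, 27 of them among the 90. When only amplicons detected in all 10 cells were tested, 12 of 35 were called, 8 higher in MCF7 and 4 higher in MCF10A.

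The calls were compared between template types. Of 65 amplicons called higher in MCF7 in any input, 30 (46.2%) were called in all 3, against 4.21 for independent lists. Of 72 called higher in MCF10A in any input, 32 (44.4%) were called in all 3, against 5.88. The panel was chosen on the line difference in single cells, so the lists could not be independent. The excess over these values is therefore no evidence of agreement between inputs. With reactions not detected treated as missing 17 and 16 were called in all 3, and among the amplicons detected in all 22 samples 3 and 4. No amplicon was called in opposite directions in any pair of inputs. Of the single cell calls, 85.7% of those towards MCF7 and 91.7% of those towards MCF10A were also called in unamplified RNA. The Pearson correlation of the log2 line difference across amplicons, which are not independent replicates, was 0.928 between unamplified and 1 ng RNA (173 amplicons), 0.877 between unamplified RNA and single cells (169 amplicons) and 0.845 between 1 ng RNA and single cells (169 amplicons). Spearman rho was 0.968, 0.923 and 0.924. Over the 34 amplicons detected in all 22 samples Pearson r was 0.971, 0.957 and 0.958, with slopes of 0.973, 1.10 and 1.10, and a median absolute difference of 0.52 log2 units between single cells and unamplified RNA. The slopes over all amplicons were 1.76, 2.40 and 1.24, with reactions not detected at 40 cycles. Calls in all inputs numbered 19 towards MCF7 without MCF7 1 ng replicate 3, and 20, 19 and 18 towards MCF10A without MCF10A 1 ng replicates 1, 2 and 3.

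**Figure D3:**
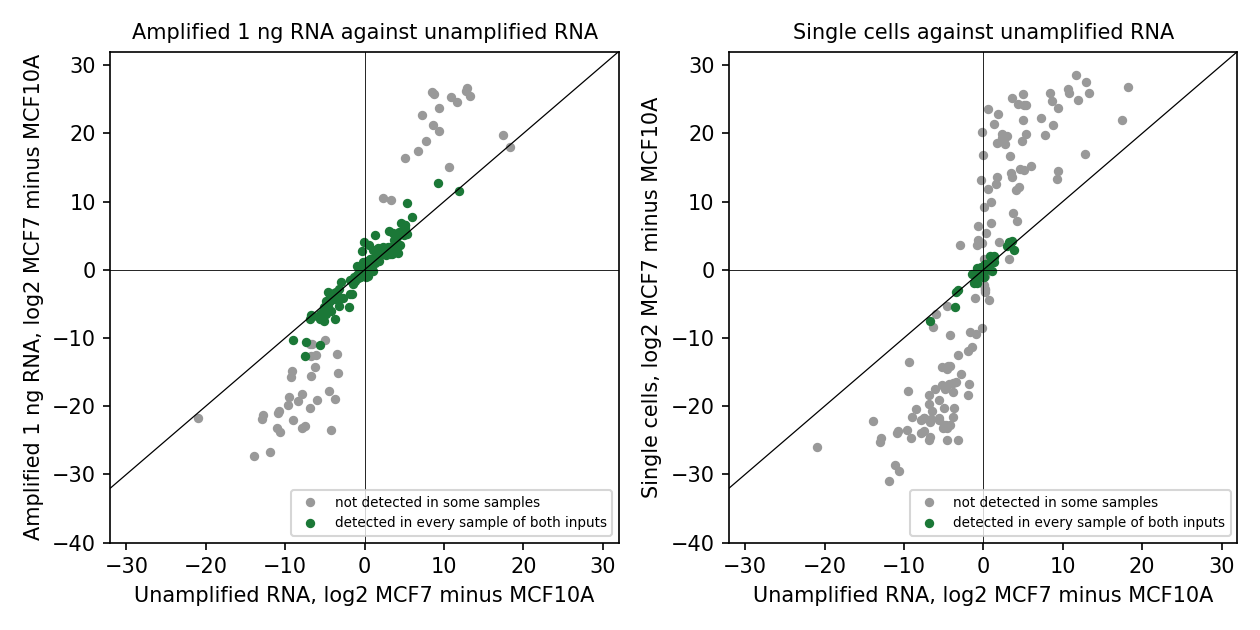
Log2 difference of MCF7 minus MCF10A in amplified 1 ng RNA (left, y axis) and in single cells (right, y axis) against unamplified RNA (x axis), 1 point per amplicon, with reactions not detected at 40 cycles and the line of equality. Green points are amplicons detected in every sample of both inputs (122 left and 35 right), of which 12 on the left were called as changed in a fit of those 12 samples, and grey points are amplicons not detected in some samples.

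Whether the line difference depended on the input was tested on all 22 samples. The difference changed between amplified 1 ng and unamplified RNA for 8 amplicons, between single cells and unamplified RNA for 54 and between single cells and 1 ng RNA for 22. In the simulations with the pooled detection rate, this fit recovered 0%, 6% and 16.5% of 4-, 16- and 64-fold changes between 1 ng and unamplified RNA. Between single cells and unamplified RNA it recovered 0.75%, 10.0% and 18.25%. With the higher rate these shares were 6.75%, 34.25% and 62.75%, and 14%, 42.25% and 66.25%. Low counts thus do not show that few differences changed. All 8, all 54 and all 22 had reactions not detected in the inputs compared. Fewer were called in each pair with such reactions treated as missing. Of the 54, 53 had a larger difference in single cells. The fit of all 22 samples takes its spread from single cells too. It was repeated with only the samples of the inputs compared, a setting chosen after the data were seen. Between 1 ng and unamplified RNA it then called 23 amplicons, 12 of them among the 122 detected in all 12 samples, with a median absolute change of 2.62 log2 units. Between single cells and unamplified RNA it called 49, 48 of them among the 54, and between single cells and 1 ng RNA 19, all among the 22. The limma fit of these samples called 0 of the 35 and 0 of the 34 amplicons detected in all samples of these pairs, with 0 and 0 at an unadjusted p under 0.05. With sample weights estimated per input, 33 amplicons were called between 1 ng and unamplified RNA, 14 with a larger and 19 with a smaller value of MCF7 minus MCF10A, against 5 and 3 without weights. Leaving out MCF10A 1 ng replicate 1 gave 11 larger, and leaving out MCF7 1 ng replicate 1 or MCF10A single cell 4 gave 11 or 5 smaller.

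Amplified 1 ng RNA was compared with unamplified RNA within each line. Relative to the 34 normalizing amplicons, 19 amplicons rose and 51 fell in MCF7, and 12 rose and 61 fell in MCF10A, of 172 tested in each. The direction depended on the scaling. On raw Cq 105 rose and 7 fell in MCF7 and 103 rose and 9 fell in MCF10A, and with the mean of all amplicons detected in both inputs 46 rose and 33 fell in MCF7 and 51 rose and 35 fell in MCF10A. The normalizing amplicons themselves had a Cq lower by 3.76 cycles in MCF7 and 3.31 cycles in MCF10A after amplification. In the authors' deposited table, which is not normalized, the median log2 change on amplification of 1 ng RNA was 2.55 in MCF7 and 2.53 in MCF10A. Across the 122 amplicons detected in all 12 samples the shifts of the lines had a Pearson r of 0.742 and a Spearman rho of 0.714, values that do not depend on the scaling, and 94 had the same sign. Of the calls, 37 amplicons fell in both lines, against 18.2 for independent lists, 4 rose in both and 1 moved in opposite directions. Without any 1 of the MCF7 unamplified replicates the calls in MCF7 dropped to 10 to 12 rising and 27 to 30 falling. A replicate block gave 3 rising and 16 falling in MCF7 and 6 and 40 in MCF10A. In 1 fit of all 6 groups, 0 rose and 25 fell in MCF7, and 0 rose and 16 fell in MCF10A.

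**Figure D4:**
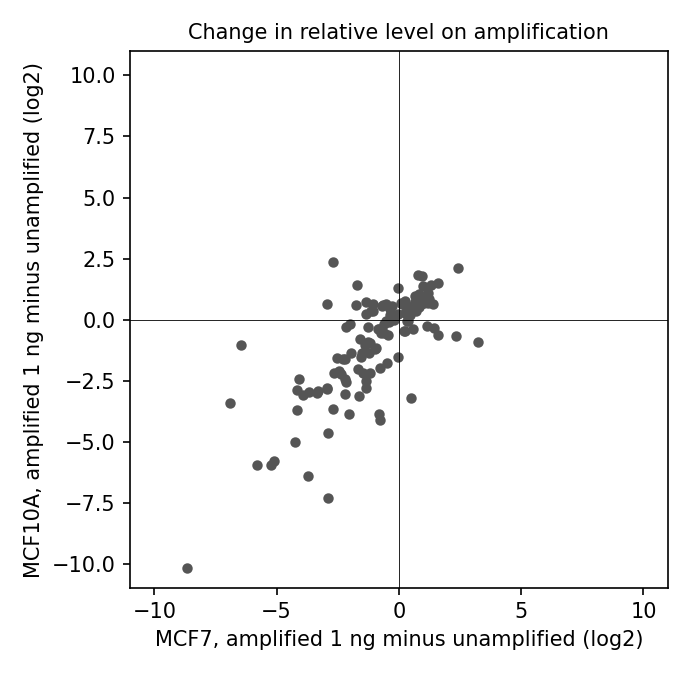
Change in relative level from unamplified to amplified 1 ng RNA (log2, normalized to the amplicons detected in all samples) in MCF10A (y axis) against MCF7 (x axis) for the 122 amplicons detected in all 12 samples, 1 point per amplicon. The shifts of the lines had a Pearson r of 0.742.

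Single cells were compared with 1 ng RNA, which had been amplified with the same kit. Levels fell for 13 of 150 amplicons in MCF7 and 15 of 160 in MCF10A. The limma fit called 0 rises in either line, with 2 and 6 amplicons higher at an unadjusted p under 0.05. Treating reactions not detected as missing, or testing only amplicons detected in every sample, left 0 falls in both lines. The mean Cq of the normalizing amplicons was 0.801 cycles higher in MCF7 single cells and 0.606 cycles higher in MCF10A single cells than in 1 ng RNA.

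Replicates spread least in unamplified RNA and most in single cells. Over amplicons detected in all samples of a group, the median SD of minus delta Cq was 0.132 in MCF7 and 0.0967 in MCF10A for unamplified RNA, 0.313 and 0.341 for 1 ng RNA, and 0.925 and 1.15 for single cells. Without MCF10A 1 ng replicate 1 the value of that group was 0.182. Over the 34 amplicons detected in all samples, the SD was larger in single cells than in unamplified RNA for 33 in MCF7 and 34 in MCF10A. No pair of replicates had identical values. The first principal component held 56.1% of the variance and separated all MCF7 from all MCF10A samples, and hierarchical clustering into 2 groups split the 22 samples by line. The panel was chosen on the line difference in single cells, which favours this separation. The second component held 19.5% and separated the inputs. Unamplified RNA lay at -60.5 to -58.4, 1 ng RNA at -29.7 to -17.5 and single cells at 24.7 to 69.1.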

Values the study reported

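The study examined a panel of 173 qPCR amplicons, selected from its single cell microarray data. With LIMMA at FC > 2 and FDR < 0.01 it reported 66 genes higher in MCF7 and 81 genes higher in MCF10A. Of these, 38 genes (58%) of the MCF7 set and 35 genes (43%) of the MCF10A set were reported as significant for every sample type.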

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

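Of the tests in this part, that of the amount of cDNA in the reactions of MCF7 cells was chosen after its result had been seen. The line difference changed with the input for 8 amplicons between amplified 1 ng and unamplified RNA, for 54 between single cells and unamplified RNA and for 22 between single cells and 1 ng RNA, by a test of the difference itself. The input effect common to both lines was taken out, and samples were then reassigned to inputs within lines. Among 100 reassignments, only the real one reached 8 (highest other 4) for 1 ng against unamplified RNA. The reassignments mix single cells, which spread more, into these inputs, so this count does not exclude chance. All 8 had reactions not detected in the inputs compared. Only the real one reached 54 (highest other 1), and 2, the real one included, reached 22 (highest other 29), but the panel was chosen on the line difference in single cells, which favours the real assignment, so these counts do not test chance. No single cell stood apart from the other 4 of its line in 8 checks of detected amplicons, mean Cq and the named amplicons.

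For the 54 amplicons whose line difference differed between single cells and unamplified RNA, normalization is argued against as the cause, since 100% of the calls remained with raw Cq. Reactions not detected and set to the ceiling stay open as a cause. Of the calls, 0% were amplicons detected in all 16 samples, against 20.2% of the panel, but an amplicon lost in the cells of 1 line cannot be detected in all samples whatever the cause. With such reactions treated as missing, 8 amplicons were called and 4 of the 54 were among them, so a few differences may not rest on the ceiling. Whether a cell lacked the transcript or the transcript was lost before amplification stays open.

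Fewer amplicons were detected in MCF7 than in MCF10A cells. The mean Cq of the always detected amplicons gave no sign of less cDNA in the MCF7 reactions. It was -0.126 ± 0.239 cycles (SE of the difference, n = 5) in MCF7 relative to MCF10A, 2.62 SE under the bound of 0.5 cycles. Of these 34 amplicons, 15 were called between the lines in unamplified RNA. Their mean Cq thus also holds differences in expression, and less cDNA stays open. The make-up of the panel is a candidate explanation, but it depends on the normalizer. In unamplified RNA 56 amplicons were called higher in MCF7 and 68 higher in MCF10A. With the mean of the amplicons detected in every sample of the fit as normalizer the calls were 65 and 64. The counts that follow use the former calls. Among the 49 amplicons not called in unamplified RNA the lines differed by 0.2 amplicons per cell (38.2 ± 4.87 and 38.0 ± 3.54, SD, n = 5, exact permutation p = 1), while 17 of the 68 amplicons higher in MCF10A were detected per MCF7 cell and 20.2 of the 56 higher in MCF7 per MCF10A cell. A biological difference in the number of transcripts expressed stays open and untested.

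The shifts on amplification were correlated between the lines but not the same for every amplicon. In the limma fit of the 1 ng and unamplified samples only, chosen after the data were seen, the shift differed between lines for 12 of the 122 amplicons. At an unadjusted p under 0.05 it differed for 43. Among the 122 amplicons compared there was no sign of a compression of the range of levels, which would give a negative correlation. The correlation of the shift with the level in unamplified RNA was 0.10 in MCF7 and 0.0619 in MCF10A. Its 95% intervals lay above -0.2. They treat amplicons as independent and leave out the spread between samples, so they do not exclude a compression. The Pearson r between lines was 0.742, 0.702 without the most extreme amplicon and at most 0.331 in 10000 shuffles. A yield that differs between transcripts in the amplification stays open, since this r is the pattern itself and gives no evidence for its cause. Any other property of an amplicon that differs between the cDNA preparations, such as its place in the transcript, stays open too, and no biological explanation was tested.

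In single cells, 1 of 100 splits of the 10 cells, the real one, called 90 amplicons and the highest other called 1, but the panel was chosen for this split, so the count does not test chance. For single cells against 1 ng RNA, 1 of 56 splits, the real one, reached 13 in MCF7 and 15 in MCF10A, with 2 as the highest other in each line. The inputs differ in spread and detection, so these splits do not exclude chance for the falls in level. The falls were lost in both lines with reactions not detected treated as missing. With 3 against 3 samples there are 10 splits, too few for a share under 0.05. The real values were 124 in unamplified RNA, 107 in 1 ng RNA, and 70 and 73 for amplification in MCF7 and MCF10A, and the highest other split called 0 in each case.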

How the results depend on the processing

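The authors' processing (raw Cq with a ceiling of 35 cycles) and the fits of the samples of 2 inputs only were chosen after the data had been seen. Apart from the removal of single samples, of 280 comparisons of a count or value with its alternative, 192 stayed within the bounds set for them and 88 did not. The balance of rising and falling amplicons on amplification reversed with the scaling. Of 205 comparisons for the named amplicons, removal of single samples included, 179 kept their direction and their side of the threshold, 19 were no longer called, 7 became called and 0 reversed. Where values moved, the cause was not tested unless the alternative itself shows it. Normalization to ribosomal protein amplicons, per-sample values of the fold change table and the gene lists were not run.

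The counts of the line difference in unamplified RNA moved by over 1.5 times only in 1 fit of all 6 groups, to 25 higher in MCF7 and 25 higher in MCF10A, from 56 and 68. Their balance shifted to 65 and 64 with the mean of the amplicons detected in every sample of the fit. The joint fit pools the spread of single cells with that of unamplified RNA. It also gave 30 higher in MCF7 in 1 ng RNA, 0 rising and 25 falling on amplification in MCF7, 0 rising and 16 falling in MCF10A, and 26 falling from 1 ng RNA to single cells in each line.

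With reactions not detected treated as missing, amplicons absent from a line cannot be tested. Single cell calls were then 23 and 16, from 42 and 48, and from 1 ng RNA to single cells 0 fell in each line, from 13 and 15. The line difference changed upwards for 1 and downwards for 0 amplicons between 1 ng and unamplified RNA, for 7 and 1 between single cells and unamplified RNA, and for 1 and 0 between single cells and 1 ng RNA, from 5 and 3, 24 and 30, and 10 and 12. Calls in all 3 inputs were 17 and 16, from 30 and 32. Pearson r between inputs was 0.956 for unamplified and 1 ng RNA, 0.861 for unamplified RNA and single cells, and 0.895 for 1 ng RNA and single cells.

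Testing only amplicons detected in every sample leaves fewer to test. Single cell calls were 8 and 4, 0 amplicons fell from 1 ng RNA to single cells in either line, and the line difference changed upwards for 0 and downwards for 0 amplicons in every pair of inputs. With the amplicons detected in all 22 samples, 3 and 4 were called in all 3 inputs and r was 0.971, 0.957 and 0.958. A ceiling of 35 cycles gave 9 upward and 6 downward changes between 1 ng and unamplified RNA, and r of 0.951, 0.894 and 0.868. The authors' processing gave the same r of 0.951, 0.894 and 0.868, since a constant shift leaves r as it is, and its counts stayed within the bounds.

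The amplification comparison moved with the scaling, which shifts every amplicon by the same amount. The mean of the amplicons detected in every sample of the fit gave 46 rising and 33 falling in MCF7 and 51 and 35 in MCF10A. Raw Cq gave 105 and 7 in MCF7 and 103 and 9 in MCF10A, and 8 upward changes of the line difference between 1 ng and unamplified RNA. Over amplicons detected in all samples of a group, the median SD on raw Cq was 0.238 in unamplified MCF7, 0.136 in unamplified MCF10A and 0.524 in MCF10A 1 ng RNA, and with the group's own mean it was 0.142 in unamplified MCF7. Over all tested amplicons with reactions not detected at 40 cycles it was 1.52 in MCF7 and 1.76 in MCF10A single cells.

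An adjusted p under 0.05 with no fold minimum gave 37 rising and 84 falling on amplification in MCF7, 39 rising in MCF10A and 1 rising from 1 ng RNA to single cells in each line. It gave 8 upward and 9 downward changes of the line difference between 1 ng and unamplified RNA, and 21 upward between single cells and 1 ng RNA. Sample weights per input gave 14 upward and 19 downward changes between 1 ng and unamplified RNA and 23 upward between single cells and 1 ng RNA. With only the samples of the inputs compared in the fit, 12 upward and 11 downward changes were called between 1 ng and unamplified RNA, 20 and 29 between single cells and unamplified RNA, and 9 and 10 between single cells and 1 ng RNA. With only amplicons detected in all of these samples the counts were 7 and 6, 0 and 0, and 0 and 0. Leaving single cells out removes their spread from the first of these pairs.

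The replicate number was not treated as a pairing, since the correlation of same-numbered residuals was not above 0.1 for every pair in any comparison. Between the single cells of the lines it ranged from -0.356 to 0.504. This rule cannot exclude a pairing, and a replicate block was fitted as a check. The block gave 29 and 29 calls in 1 ng RNA, 3 rising and 16 falling on amplification in MCF7, 6 and 40 in MCF10A, and 15 and 16 calls in all 3 inputs. No filter and eBayes with trend and robust settings left every count within the bounds, and leaving out the filter adds only the few amplicons below it. Detection at a Cq under 35 changes nothing, since no Cq was above 34.75.

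With 1 sample left out in turn, calls higher in MCF7 and in MCF10A ranged from 54 to 57 and 68 to 71 in unamplified RNA, 36 to 49 and 32 to 54 in 1 ng RNA, and 33 to 38 and 43 to 48 in single cells. On amplification, 10 to 19 rose and 27 to 56 fell in MCF7, and 10 to 13 rose and 42 to 70 fell in MCF10A. From 1 ng RNA to single cells, 0 rose in either line, 14 to 17 fell in MCF7 and 15 to 16 fell in MCF10A. Changes of the line difference ranged from 5 to 11 upwards and 2 to 11 downwards between 1 ng and unamplified RNA, 20 to 25 and 27 to 33 between single cells and unamplified RNA, and 9 to 13 and 11 to 16 between single cells and 1 ng RNA. Calls in all 3 inputs ranged from 19 to 31 towards MCF7 and 18 to 35 towards MCF10A. Pearson r ranged from 0.920 to 0.928, 0.869 to 0.883 and 0.836 to 0.851.

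The difference in detected amplicons (MCF7 minus MCF10A) ranged from -1 to 0.667 in unamplified RNA, -12.2 to -3.17 in 1 ng RNA and -15.2 to -10.2 in single cells. For 1 ng minus unamplified RNA it ranged from -23.5 to -14.5 in MCF7 and -12.3 to -11.3 in MCF10A. For single cells minus 1 ng RNA it ranged from -48.3 to -39.3 in MCF7 and -39.4 to -37.7 in MCF10A, and for single cells minus unamplified RNA from -65 to -60 and -51.1 to -49.3. The median SD ranged from 0.103 to 0.119 and 0.0707 to 0.0977 in unamplified MCF7 and MCF10A, 0.219 to 0.294 and 0.182 to 0.357 in 1 ng RNA, and 0.867 to 1.01 and 1.05 to 1.26 in single cells. In single cells, 37.5% of MCF7 and 29.9% of MCF10A reactions were not detected.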
